A study of Mus musculus with 74 samples. Its data were reported in "Multiplex-GAM: genome-wide identification of chromatin contacts yields insights overlooked by Hi-C" (2023).

How the data were processed

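Genome architecture mapping (GAM) measures which stretches of the genome lie in the same thin slice through a nucleus. Cells are frozen and cryosectioned, single nuclear profiles (the part of one nucleus that falls in one slice) are isolated by laser microdissection, and the DNA of each is amplified and sequenced. The data here are 74 libraries that each hold 1 nuclear profile (1NP libraries) from 46C cells, a mouse embryonic stem cell line that carries a green fluorescent protein reporter at the Sox1 locus. Per the labels, the DNA was extracted and amplified with a commercial whole-genome amplification kit and prepared as Nextera libraries.

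The deposited table holds, for every window of 40 kb of the mouse mm9 assembly and every library, the authors' call of the window as positive (1, present in the profile) or negative (0). These calls are no read counts and carry no scaling for depth. The study's methods for its multiplex libraries describe alignment with Bowtie2, removal of PCR duplicates and a fixed read threshold per window in GAMtools; whether the same settings made the single-profile calls is not stated, and neither are the criteria of the quality control that the libraries passed. Because the table keeps no reads, the depth per library is unknown. A threshold on reads makes a shallow library appear to hold less of the genome and turns a continuous stretch into scattered windows, so coverage and the concordance of adjacent windows both depend on it. All values in the table were 0 or 1. Of the 68162 windows, 61816 lie on chromosomes 1 to 19 and 65983 on these and chromosome X. The 1780 windows of unplaced sequence held 0 positive calls and stayed in the denominator of genome coverage only. The 398 windows of chromosome Y and the 1 mitochondrial window were also part of genome coverage. Chromosome lengths of the reference (NCBIM37, the sequence of mm9) equalled the last window ends in the table for chromosomes 1 to 19, X, Y and M, and GENCODE annotation on that assembly was used for genes. All library columns matched a sample by name.

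The labels give 1 group, so the spread between libraries is the error and no groups of the study were compared. The library names start with f13 (34 libraries) or f14 (40 libraries). The labels do not say what these prefixes stand for, and they were treated as a possible technical batch.

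Genome coverage was the percent of windows called positive in a library. For single libraries it is given with its 95% Wilson binomial interval, which treats windows as independent and covers counting error only. Adjacent-window concordance was, per library, the number of adjacent pairs with both windows positive, counted for each of its windows, as a percent of that number plus the pairs with exactly 1 positive window; for calls placed at random it equals the coverage. Co-segregation of a pair of windows was the percent of libraries in which both were positive. Normalized linkage (D') was the difference between the observed co-segregation and the product of the detection frequencies, divided by its largest possible size. For in silico multiplexing, libraries were drawn at random into tubes of 2 or 3, and a window was positive in a tube if it was positive in any library of it. This was done in 20 seeded draws, and D' was compared over pairs of windows up to 4 Mb apart on chromosomes 1 to 19 and X. The limit of 4 Mb did not apply to windows of 1 Mb, where all pairs on the same chromosome were used. Nor did it apply within the regions the study displayed, where all pairs of the region were used.

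Tests over libraries were two-sided sign-flip or label permutation tests with 100000 resamples, whose smallest p is 1e-05. Intervals came from 10000 bootstrap resamples of the libraries, and multiple tests were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Chromosome pairs were tested by shuffling the coverages of 1 chromosome among libraries within 5 strata of the coverage of all other autosomes. The named windows were the 3 detected in the most libraries, the named regions were those the study displayed, the named chromosome pairs were the highest and the lowest where none passed the threshold, and the named libraries were the lowest and highest 3 by coverage. Tests, naming rules and the first list of alternative settings were fixed before the data were examined. Coverage values of these libraries published with the study had been read by then, so the limit of 1% for sparse libraries and the tests on coverage were not chosen blind to coverage. Alternatives added after seeing the data are named as such in the closing section.

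The statistics were tested on simulated tables. With the detection of chromosome 5 doubled, the test for departing autosomes found it in 20 of 20 tables and made 15 calls of other autosomes in the same tables. In 100 tables with no departing autosome, 11 had at least 1 of the 19 autosomes called. The cause of these calls was not isolated. The sign-flip test assumes symmetric differences, whereas the measured ones were skewed to the right (skewness 0.282 to 1.60 over autosomes). In a first set of 200 tests on normal samples with no difference, 11 had a p under 0.05. In 4000 tests each, chosen after the data had been seen, p was under 0.05 in 5.05% for normal samples and in 5.93% at the highest measured skewness, and under 0.05 divided by 19, or 0.263%, in 0.275% and 0.7%. A pair of chromosomes simulated with the same coverage in every library was found in 5 of 5 tables, with 1 other pair called. In 5 uncoupled tables, 1 call was made among 171 pairs. Weaker coupling and smaller departures of an autosome were not simulated. How often these tests would find effects of the size measured in the data is therefore unknown. All 9 checks against values known by construction were passed. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.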

Results

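The dataset consisted of 74 1NP libraries from mouse embryonic stem cells, each scored for the presence or absence of 40 kb windows across the genome. On average, a library was positive for 5.27% ± 2.68 of all windows (SD, n = 74), with a median of 5.16%. Counted in windows, this was 3589 ± 1823 positive windows per library (SD, n = 74). The spread was wide. The library f13f3 had 14 positive windows, the mitochondrial window among them, a coverage of 0.0205% (95% Wilson interval 0.0122% to 0.0345%), f14b4 had 47 (0.0690%, interval 0.0519% to 0.0917%) and f13f5 had 55 (0.0807%, interval 0.0620% to 0.105%). At the other extreme, f14b3 reached 12.4% with 8423 positive windows, f14b1 had 8044 and f13b2 had 7172. Merging windows to 200 kb moved the mean coverage most among the alternatives, to 11.9%. Among the 69 libraries at or over 1% coverage, no pair were near copies of each other: the highest share of positive windows in common was 16.2% of those positive in either library.

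Coverage was next compared between libraries with the 2 title prefixes. Libraries named f13 averaged 5.42% ± 2.47 (SD, n = 34) and libraries named f14 averaged 5.13% ± 2.86 (SD, n = 40). The difference of 0.293 percentage points was smaller than the spread between libraries (two-sided permutation test, p = 0.639). The alternative that moved it most was the difference in medians, 5.93% for f13 against 4.50% for f14, which was 1.44 percentage points (permutation test, p = 0.104).

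**Figure D1:**
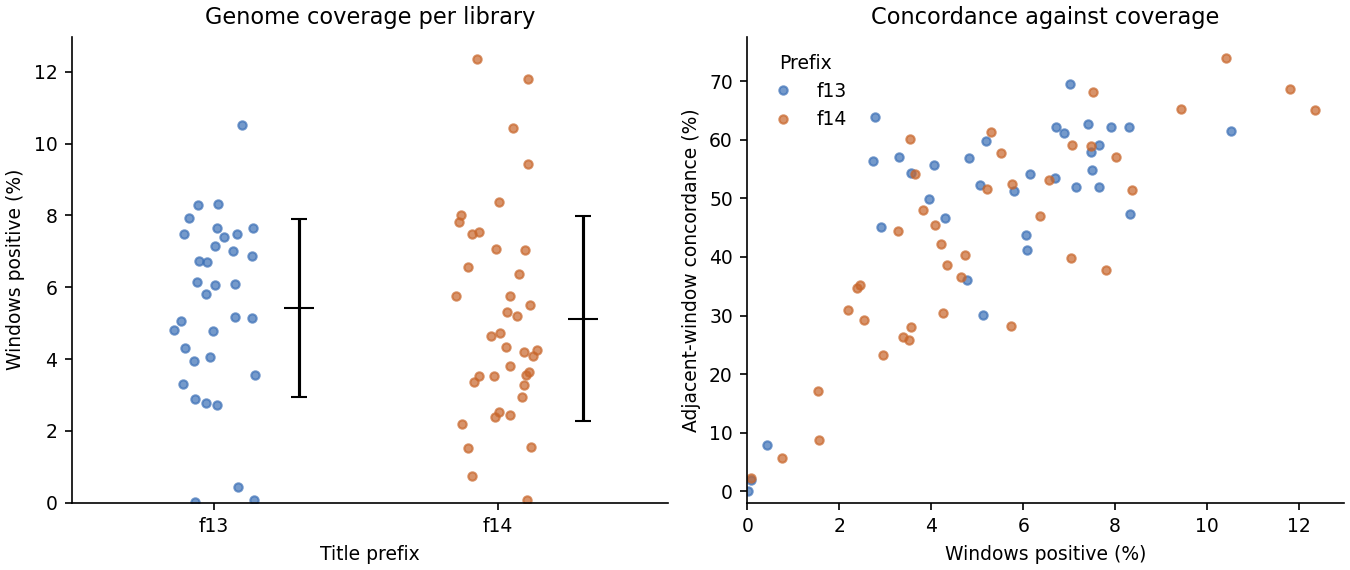
Left, genome coverage of each library (percent of 40 kb windows positive) by title prefix, with the mean and SD beside the points (f13, n = 34; f14, n = 40). Right, adjacent-window concordance against coverage for the same 74 libraries, which rise together with Pearson's r of 0.745. Calls placed at random would also rise together, as their concordance equals the coverage.

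To ask how evenly the libraries sampled the genome, the number of libraries in which each window was detected was counted over the 65983 windows of chromosomes 1 to 19 and X. At least 1 library was positive for 93.2% of windows (bootstrap SD over libraries 1.35), and the median window was detected in 4 libraries. At least 2 libraries detected 85.8% of windows, which makes 2 the highest number reached by 80% of windows. A further 4509 windows were never detected; with 74 libraries, a count of 0 allows a detection frequency of up to 4.05%, so these windows are not shown to be undetectable. The share detected at least once fell to 89.3% when positive windows with no positive neighbour were set to negative.

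The 3 most frequently detected windows stood far above this median. The window at chromosome 2, 98480001 to 98520000 (mm9), was positive in 74 libraries and overlaps exons of Gm10801 and Gm10800. The window at chromosome 6, 103560001 to 103600000, was positive in 60 libraries and overlaps exons of Chl1. The window at chromosome 11, 3040001 to 3080000, was positive in 53 libraries and overlaps exons of Sfi1, Gm11399 and Gm11400. The chromosome 2 window was positive even in f13f3, which had 14 positive windows in all, so its call does not follow coverage. Exon overlaps give the position only, and possible causes of such counts are taken up in the closing section. The mean over all windows was 4.02 libraries. In the regions displayed by the study, windows were positive in 3.86 ± 1.69 libraries on chromosome 6 from 49 to 54 Mb (SD over 125 windows), in 5.34 ± 2.04 on chromosome 3 from 30 to 39 Mb (225 windows), in 4.29 ± 1.92 on chromosome 4 from 80 to 90 Mb (250 windows) and in 3.70 ± 1.99 on chromosome 11 from 85 to 95 Mb (250 windows).

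The concordance of calls in adjacent 40 kb windows is lowered both by windows that were missed and by the edges of a slice, which were not separated. Concordance averaged 45.8% ± 17.6 (SD, n = 74), against 5.43% ± 2.76 for calls placed at random, and lay above the random value in 73 of 74 libraries (sign-flip permutation test, p = 1e-05, the smallest these permutations can give). The exception was f13f3, with a concordance of 0%. Windows of 200 kb gave the largest shift among the alternatives, to 62.6%.

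Concordance rose with coverage across the 74 libraries (Pearson's r = 0.745, permutation p = 1e-05; Spearman's rho = 0.675, p = 1e-05). The relation held without the 2 libraries farthest from the median coverage (r = 0.744, rho = 0.649, n = 72) and was present within f13 (r = 0.684, p = 5e-05; rho = 0.462, p = 0.00627; n = 34) and within f14 (r = 0.796, p = 1e-05; rho = 0.778, p = 2e-05; n = 40). Adjusted over these 4 sets of libraries, the highest p was 5e-05 for r and 0.00627 for rho. Leaving out the 5 libraries under 1% coverage gave r = 0.635. For calls placed at random, concordance equals coverage, so a positive relation is partly built into the measure. The permutation p measures departure from no relation only, and the excess over the random value was not correlated with coverage.

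Detection frequency was then compared between chromosomes. Chromosome X was positive in 2.06% ± 3.0 of its windows per library and the autosomes in 5.66% ± 2.90 (SD, n = 74), a ratio of 0.364 (95% bootstrap interval 0.251 to 0.488). Coverage of X was lower in 64 of 74 libraries (sign-flip permutation test, p = 1e-05, the smallest possible). The ratio was 0.328 in f13 libraries and 0.396 in f14 libraries, with overlapping intervals (0.180 to 0.505 and 0.242 to 0.578). Counting only windows positive in at least 1 library moved it most, to 0.475 (interval 0.328 to 0.638). That filter depends on detection itself, as it drops 1150 of the 4167 windows of X.

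**Figure D2:**
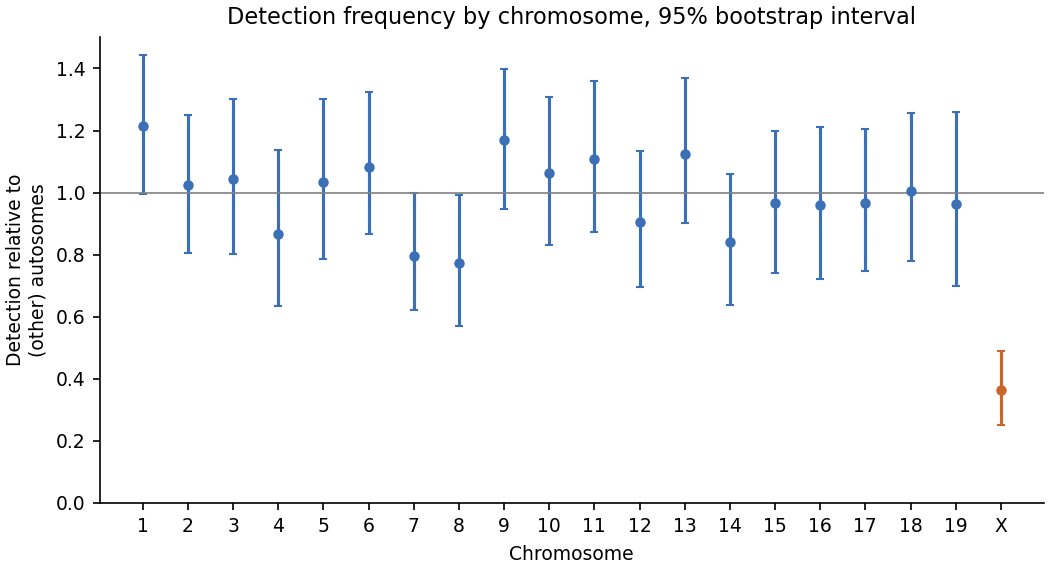
Detection frequency of each autosome relative to the other autosomes, and of chromosome X relative to all autosomes (unitless ratio; points, ratio of means over 74 libraries; bars, 95% bootstrap intervals over libraries). Chromosome X lies at 0.364, and the autosomes lie between 0.772 and 1.22.

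Among the 19 autosomes, ratios to the other autosomes ranged from 0.772 for chromosome 8 to 1.22 for chromosome 1. No autosome passed the adjusted threshold (sign-flip permutation test with Benjamini-Hochberg adjustment, 0 of 19; 2 of 19 had an unadjusted p under 0.05). Chromosome 8 was lower by a mean of 1.31 percentage points and was above the others in 26 of 74 libraries (unadjusted p = 0.0458, adjusted p = 0.388). The other autosome with an unadjusted p under 0.05 was chromosome 7. Its ratio was 0.797 and its mean difference -1.16 percentage points (unadjusted p = 0.0457, adjusted p = 0.388). Chromosome 1 was higher by 1.20 percentage points, in 38 of 74 libraries (unadjusted p = 0.0613, adjusted p = 0.388).

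Co-segregation was then measured against genomic distance. Windows on different autosomes were found together in 0.386% of libraries (bootstrap interval 0.308% to 0.469%). Adjacent windows, 0.04 Mb apart, co-segregated in 2.97% of libraries, 7.71 times the value for different chromosomes (interval 7.15 to 8.39). The ratio decreased steadily with genomic distance, to 5.97 at 0.2 Mb, 4.13 at 1 Mb (interval 3.85 to 4.46), 2.63 at 4 Mb, 2.16 at 10 Mb, 1.97 at 20 Mb and 1.68 at 50 Mb (interval 1.57 to 1.81). At 50 Mb, co-segregation exceeded the value for different chromosomes in 67 of 74 libraries. At each of the 7 distances the adjusted p was 1e-05, the smallest these permutations can give. Setting windows with no positive neighbour to negative raised the ratio at 0.04 Mb to 13.1, the largest change among the alternatives; it cannot remove a pair of adjacent positive windows, which stayed at 2.97%, and only lowers the value for different chromosomes, to 0.226%. The next largest change came from keeping windows detected in 5% to 10% of libraries, which gave 6.94.

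**Figure D3:**
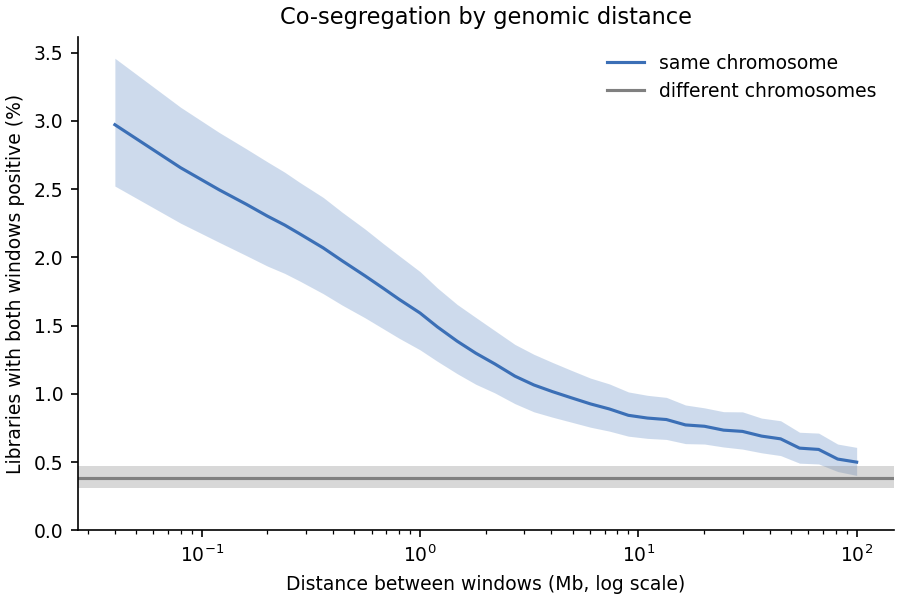
Percent of libraries with both windows of a pair positive, against the genomic distance between the windows on the same autosome (Mb, log axis; line, mean over 74 libraries; band, 95% bootstrap interval), with pairs on different autosomes in grey. Co-segregation falls from 2.97% for adjacent windows towards the 0.386% of different chromosomes.

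The study asked whether several nuclear profiles can share a tube. To address this in the 74 libraries, single profiles were combined in silico. Combining 2 per tube gave 37 tubes with a mean coverage of 10.2%, and combining 3 gave 24 tubes with a mean coverage of 14.9%. Over window pairs up to 4 Mb apart, D' of the single profiles correlated with that of the combined tubes with r = 0.905 ± 0.00497 for 2 per tube and r = 0.814 ± 0.00975 for 3 per tube (SD over 20 draws; window pairs are not independent replicates). Among the other settings fixed in advance, 1 Mb windows with pairs at any distance lowered these most, to 0.784 and 0.581. That setting changes the window size and the range of distances together. Because both tables were built from the same libraries, the correlation was also computed after shifting the calls of each library along each chromosome by a random distance, which removes any structure that libraries have in common at a given place. The shifted tables gave r = 0.904 for 2 per tube and 0.814 for 3 per tube, within 1 SD of the values above. This comparison was added after the data had been seen.

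Sets of libraries with no member in common were compared next. Between random sets of 37 libraries each, D' correlated with r = 0.0681 ± 0.00188 (SD over 20 splits). Combining the libraries of 1 set in pairs, into 18 tubes, gave r = 0.0615 ± 0.00222 against the single profiles of the other set, lower than for single profiles by more than the spread between splits. With windows of 1 Mb and pairs at any distance these values were 0.216 and 0.165. At 40 kb, subtracting the mean D' at the same distance lowered r to 0.0179 ± 0.00198 and 0.0162 ± 0.00198. These differed from each other by less than the spread between splits. Both kinds of r came from the same splits, so this spread is not the error of their difference, which was not computed. Whether combining lowers r once distance is removed is therefore not decided. Between f13 and f14 libraries, r was 0.0620, against 0.0678 ± 0.00221 for 99 random splits of the same sizes.

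In the display regions, correlations over all pairs of a region between single and combined tables were similar to those of the whole genome. On chromosome 3 from 30 to 39 Mb, r was 0.872 ± 0.0562 for 2 per tube and 0.785 ± 0.0498 for 3 per tube (SD over 20 draws). Across all 4 regions the means were between 0.872 and 0.910 for 2 per tube and between 0.784 and 0.827 for 3 per tube.

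**Figure D4:**
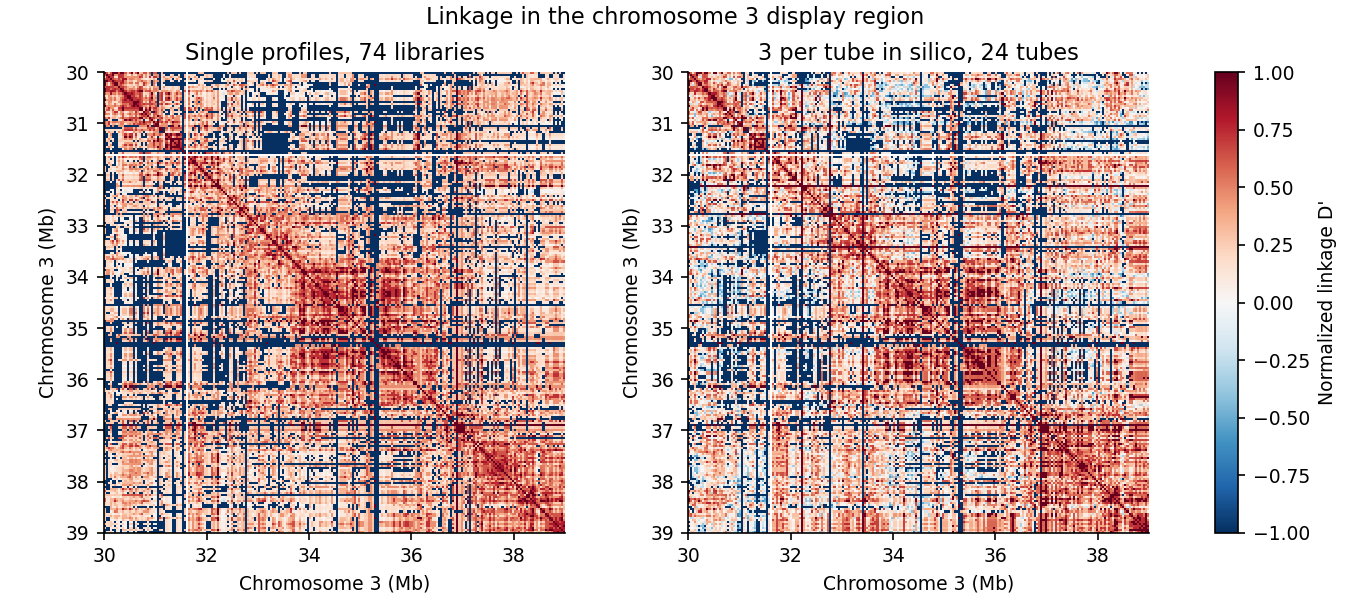
Normalized linkage D' (colour, from -1 to 1) between 40 kb windows of chromosome 3 from 30 to 39 Mb, for 74 single profiles (left) and for 1 random combination into 24 tubes of 3 (right); both axes give the position in Mb and white marks windows with no defined value. The combined table is built from the same libraries, and r over 20 such draws was 0.785 ± 0.0498.

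Lastly, co-detection of whole chromosomes was examined, as chromosomes that neighbour each other would be cut into the same slice more often than chance. Observed over expected products of coverage ranged from 0.760 to 1.43 over 171 pairs of autosomes. No pair passed the adjusted threshold (stratified permutation test with Benjamini-Hochberg adjustment, lowest adjusted p = 0.238), and 18 pairs had an unadjusted p under 0.05, of which 16 lay above 1. The median ratio over pairs was 1.06 with 5 strata, 1.07 with 3 and 1.03 with 10. The highest value was that of chromosomes 12 and 18 (1.43, unadjusted p = 0.00424, adjusted p = 0.238) and the lowest that of chromosomes 11 and 19 (0.760, unadjusted p = 0.0217, adjusted p = 0.269).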

Values the study reported

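The study reported that a nuclear profile holds about 5% of the genome and that loci on different chromosomes occur together in fewer than 1% of profiles. For its full set of 481 single profiles, made of 408 published ones and 73 additional ones, it gave a mean genomic coverage of 7%, and 20% for tubes of 3 profiles combined in silico.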

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

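Both tests in this part were written down before the data were examined, and the labels give 1 group, so no biological explanation that rests on a comparison of groups was tested.

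No comparison of the report concerns the mitochondrial window, which enters it only as 1 of the 68162 windows of genome coverage. It was positive in 74 of 74 libraries, above the 4.05% that a count of 0 would allow. The median autosomal window was positive in 4 libraries. If mitochondria in the cytoplasm around each nuclear profile were collected with it, their many genome copies would make the window positive almost regardless of what else a library holds, and the count of 74 is consistent with that. Because f13f3, with 14 positive windows in all, was also positive there, the call does not follow coverage. Mitochondrial DNA from another source, such as carry-over into every tube, would give the same count and stays open, as no library without a nuclear profile was analysed here.

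Chromosome Y gave calls as well. Over its 64 windows free of unknown bases, mean coverage was 2.13% ± 5.79 (SD, n = 74), above the 0.0633% that a count of 0 would allow, and 30 libraries had at least 1 positive window on the chromosome. The windows of chromosome X that are free of unknown bases had a mean coverage of 2.12% ± 3.09. The ratio of Y to X was 1.01 (95% bootstrap interval 0.424 to 1.91), which is consistent with 1 copy of each. The interval is wide, and some chromosome Y calls may come from repeated sequence, since 1 window was positive in 24 libraries.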

How the results depend on the processing

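Over 23 results, 111 alternatives were computed, of which 19 were chosen after seeing the data: windows free of unknown bases, weighting on GC content, leaving out windows positive in over 15 libraries, neighbours defined by adjacent letters, and shifted calls. Of all alternatives, 92 kept the direction and the side of the threshold or, for a value without a test, stayed within its spread. Tested values could still change in size, as concordance did with 200 kb windows (62.6%). No paired comparison of groups was possible because the labels give 1 group. The sign-flip tests were paired within libraries.

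Co-segregation exceeded the value for different chromosomes at every distance under 48 alternatives; removing isolated windows at 0.04 Mb is not counted, as it can only raise the ratio. Chromosome X stayed below the autosomes under all 7 of its alternatives and concordance above random under all 4 of its own. The counts of departing autosomes and of chromosome pairs stayed at 0 under the alternatives run (sign-flip and stratified permutation tests with Benjamini-Hochberg adjustment), with 0 to 3 autosomes and 11 to 18 pairs at an unadjusted p under 0.05 over the settings.

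Merging to 200 kb moved mean coverage to 11.9%, windows detected at least once to 96.4% and the median number of libraries per window to 9; a larger window is positive if any part of it is, so these rise by construction. Setting windows with no positive neighbour to negative, which removed 27.2% of all calls, moved the share detected to 89.3% and the median to 3.

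For D' of libraries combined in silico, 1 Mb windows moved r more than Spearman's correlation did; the latter was not run between sets of libraries. Using 1 Mb windows, with pairs at any distance on a chromosome, moved r to 0.784 for 2 per tube and to 0.581 for 3 per tube. Between sets of libraries r moved to 0.216, and for pairs against single profiles to 0.165. These changes combine the window size with the range of distances. Taking off the mean at the same distance moved r to 0.899 for 2 per tube, 0.0179 between sets and 0.0162 for pairs against single profiles. Keeping only windows detected in 5% to 10% of libraries moved r to 0.867 and 0.749 for 2 and 3 per tube. Without libraries under 1% coverage, pairs against single profiles gave 0.0579. Apart from the distance, the cause of these shifts was not tested.

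The excess of centromeric over telomeric ends passed the threshold with ends of 20 Mb (0.129, p = 0.0232) and under none of the other 4 alternatives; the cause was not tested. The difference in the overlap ratio between neighbouring and other libraries was negative along position numbers and positive along adjacent letters, a definition added after seeing the data: 0.0644 with all libraries (p = 0.879) and 0.195 without those under 1% coverage (p = 0.00318). Leaving out f14f6 as well gave 0.0788 (p = 0.114), so the sign did not rest on that library but the side of the threshold did.

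The number of libraries limits what can be seen. The median window had 4 detections, and maps from separate sets of libraries correlated with r = 0.0681; reads per library, which are not in the table, are unknown.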

Other observations

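The tests on the variation of coverage, on windows positive in over 15 libraries and on the pair f14e6 and f14f6 were chosen after the result was seen, and so were the weightings on GC content, the tests of GC content as the main cause, of a single X copy as the whole cause and of adjacent letters, and the value for whole autosomes beside the chromosome ends; the labels give 1 group, so no biological explanation that rests on a comparison of groups was tested.

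Chromosome X was detected at 0.364 times the frequency of autosomes. The data argue against GC content and assembly gaps as the cause, since the ratio was 0.370 (interval 0.256 to 0.499) in windows free of unknown bases with the autosomes weighted to the GC content of X. A single X copy against 2 autosome copies would put the ratio near 0.5. In the 5 settings with all libraries or those at or over 1% coverage, leaving aside the filter on detected windows, the interval ended below 0.5, at 0.464 to 0.499, which argues narrowly against copy number as the whole cause. The end at 0.464 came from setting windows with no positive neighbour to negative, which also depends on detection. Without that setting the ends lay at 0.486 to 0.499. The 5 settings were picked after their intervals were seen, and the reading depends on that: with fewer libraries, the intervals of f13 (0.180 to 0.505) and f14 (0.242 to 0.578) held 0.5, as did that of the filter on detected windows (0.328 to 0.638). Copy number as a part of the cause remains a candidate explanation, and the data do not separate its share from that of other factors.

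Windows were detected more unevenly than by counting alone. Over the 59585 autosomal windows free of unknown bases, the number of libraries per window had a variance of 5.08, against 4.0 ± 0.0579 when the calls of each library were shifted along each chromosome (SD over 200 shifts; p = 0.00498, the smallest these can give). Differences between 50 bins of GC content held 1.92% of the variance that libraries shared (bootstrap interval -0.0420% to 5.18%), and 2.76% (interval 0.00751% to 7.82%) without windows positive in over 15 libraries, which argues against GC content as the main cause. A small part stays open. Over these windows, Spearman's rho between GC content and the number of libraries was 0.0589, a value that counting noise lowers. Within libraries rho was positive in 44 and negative in 30 (sign-flip p = 0.0128). Assembly gaps did not account for most windows that were never detected: 44.5% of the 4509 hold over 50% unknown bases, whereas 2428 hold none. On the autosomes, 1411 windows without unknown bases were never detected, against 656 ± 35 with shifted calls, so counting alone accounts for a part of them.

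The coefficient of variation of coverage was 0.508 (bootstrap interval 0.414 to 0.602). Slices at random heights through a round nucleus would give 0.447, inside the interval, so the position of the slice may explain much of the spread. Yet such slices could not exceed 7.90% at this mean, and 10 of 74 libraries did. Differences in nuclear size, detection or the uneven packing of chromosomes were not tested and stay open.

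Centromeric ends of the autosomes co-segregated between chromosomes at 1.41 times the expected value and telomeric ends at 1.28 times, a difference of 0.127. All windows on different autosomes gave 1.20 (interval 1.12 to 1.30), so 1 is not the value to compare with. The difference between the ends stayed within its error (bootstrap interval -0.0491 to 0.320; permutation p = 0.0883). Centromere clustering is a possible explanation that these data cannot decide at this number of libraries.

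Libraries at neighbouring positions along a letter gave no evidence of a higher overlap. Overlap was the share of windows positive in both libraries among those positive in either, divided by the share expected from their coverages. This ratio averaged 1.19 for 51 neighbouring pairs and 1.37 for the other 2650, a difference of -0.177 (permutation p = 0.41). These means include the 5 libraries under 1% coverage, with a ratio as high as 115 for the pair f13f3 and f14b4; without them the averages were 1.13 and 1.14, a difference of -0.00330 (p = 0.95). Carry-over too small for this test stays open.

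One pair stood apart. Libraries f14e6 and f14f6, with the same position number and adjacent letters, shared 900 positive windows, 16.2% of those positive in either. The ratio of this share to the expected one was 6.56, whereas the next of the 2346 pairs of libraries at or over 1% coverage reached 3.66. The overlap was uneven between chromosomes. On chromosome 15, all 59 positive windows of f14f6 were among the 266 of f14e6, and on chromosome 10 all 31 were among 150. On chromosome 8, f14f6 had 328 positive windows and f14e6 had 0. Inside stretches positive in f14e6 the concordance of f14f6 was 28.4%, against 35.5% in stretches negative there; the reverse comparison gave 83.6% and 43.5%. Scattered calls inside the other library are consistent with carry-over of a small amount of DNA from f14e6, but a single pair gives these values no spread, and 2 profiles of 1 nucleus cannot be told apart from it here. Whether adjacent letters share calls in general stays open: without f14f6 and the libraries under 1% coverage, their ratio of observed to expected overlap averaged 1.21, against 1.13 for other pairs (p = 0.114).

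A set of 18 windows of chromosomes 1 to 19 and X was positive in over 15 libraries. Repeats within the window stay open as a cause. Only 3 of 18 had a share of repeated 31-mers above the 95th percentile of 1000 random windows (6.69%), and 5 lay below the median of these, yet as a set their median share was 2.28% against 1.09% (p = 0.0034 over 10000 random draws of 18 windows, a test chosen after the share was seen), and copies outside the window were not counted. Mitochondrial copies do not account for them, as 0 of 18 held over 1% mitochondrial 31-mers. The highest share of repeated 31-mers was 89.1%, at chromosome 9, 3000001 to 3040000, which was positive in 48 libraries. Sequence present in more copies in the cells than in the assembly could also produce such windows and was not tested; leaving them out moved the ratio of co-segregation at 0.04 Mb only to 7.73.

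D' maps of f13 and f14 libraries resembled each other less (r = 0.0620) than those of most random splits. Of 100 splits, the split by prefix included, 2 gave an r as low, which argues weakly against chance. This count takes the low side only and is not adjusted for the other tests. The random splits were also not held to keep f14e6 and f14f6 in the same set, as the split by prefix does. Mean coverage did not differ detectably between the prefixes. Adjacent-window concordance averaged 49.5% ± 16.8 in f13 libraries (SD, n = 34) and 42.6% ± 17.8 in f14 libraries (SD, n = 40); whether such technical differences are the cause was not tested.

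The data here hold 74 libraries. That is higher than the number of additional profiles quoted from the study above, and what accounts for the difference is not known.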
